# Defining fallopian tube‐derived miRNA cancer signatures

**DOI:** 10.1002/cam4.2416

**Published:** 2019-09-10

**Authors:** Selam B. Dejene, Anders W. Ohman, Wei Du, Deepinder Randhawa, Anand Bradley, Niraj Yadav, Kevin M. Elias, Daniela M. Dinulescu, Sunita R. Setlur

**Keywords:** BRCA, fallopian tube, microRNA, ovarian cancer, PTEN, TP53

## Abstract

**Background:**

MicroRNAs have recently emerged as promising circulating biomarkers in diverse cancer types, including ovarian cancer. We utilized conditional, doxycycline‐induced fallopian tube (FT)‐derived cancer models to identify changes in miRNA expression in tumors and plasma, and further validated the murine findings in high‐grade ovarian cancer patient samples.

**Methods:**

We analyzed 566 biologically informative miRNAs in doxycycline‐induced FT and metastatic tumors as well as plasma samples derived from murine models bearing inactivation of *Brca*, *Tp53*, and *Pten* genes. We identified miRNAs that showed a consistent pattern of dysregulated expression and validated our results in human patient serum samples.

**Results:**

We identified six miRNAs that were significantly dysregulated in doxycycline‐induced FTs (*P* < .05) and 130 miRNAs differentially regulated in metastases compared to normal fallopian tissues (*P* < .05). Furthermore, we validated miR‐21a‐5p, miR‐146a‐5p, and miR‐126a‐3p as dysregulated in both murine doxycycline‐induced FT and metastatic tumors, as well as in murine plasma and patient serum samples.

**Conclusions:**

In summary, we identified changes in miRNA expression that potentially accompany tumor development in murine models driven by commonly found genetic alterations in cancer patients. Further studies are required to test both the function of these miRNAs in driving the disease and their utility as potential biomarkers for diagnosis and/or disease progression.

## 1 INTRODUCTION

Ovarian cancer is the fifth leading cause of cancer death among women and remains the leading cause of mortality among all gynecological cancers in the developed world. The poor survival rate primarily stems from the fact that it is a largely asymptomatic disease with 85% of cancers being diagnosed at advanced stages. The 5‐year survival rate increases from 29% to 80% if the cancer is diagnosed early.^1^ However, early diagnosis remains elusive due to the lack of effective biomarkers for asymptomatic patients with low volume, early stage disease. In addition, recent studies have proposed that a significant proportion of high‐grade serous cancers (HGSC), the most common and deadliest ovarian cancer subtype, may arise from the distal fallopian tubal epithelium (FTE)^2^, ^3^, ^4^ rather than the ovarian surface epithelium (OSE). These new findings have led investigators to search for molecular changes within dysregulated FTE that may accompany tumor development in patients and animal models, including FTE‐derived genetically engineered mouse models (GEMMs) targeting three key HGSC genetic alterations as shown by The Cancer Genome Atlas (TCGA) and previous studies^5^: *Brca1/2(+/- or ‐/‐); Tp53(R172H/‐);* and *Pten(‐/‐)* via a conditional Pax8‐Cre doxycycline‐inducible system.^6^

The quest for noninvasive biomarkers has recently expanded to include microRNAs (miRNA), a class of small noncoding RNAs (18‐22 nt) that regulate 30% of protein coding genes.^7^ The mechanism by which miRNA regulate gene expression posttranscriptionally is through their binding to 3' untranslated regions (UTR) of target mRNAs further leading to mRNA decay and/or translational repression.^8^ It is worth noting that miRNAs are attractive as circulating biomarkers because they are inherently stable in serum and plasma. Interestingly, multiple groups have already identified several circulating miRNAs of interest in ovarian cancer.^9^, ^10^, ^11^, ^12^ Some of these studies show a correlation between miRNA expression patterns in tissues and plasma/serum. In addition, a recent investigation has employed a complex neural network analysis to identify miRNA signatures from samples obtained prior to surgery and chemotherapy.^12^ The same report showed that the miRNA model performed better than the CA‐125 biomarker in being able to better diagnose ovarian cancer. All these studies have utilized serum from patients with ovarian cancer, most of whom have been diagnosed at advanced stages. There is still no clear understanding of the changes in miRNA expression that may occur during pathogenesis in the FTE nor the relationship between miRNA expression in the FTE and metastatic tumors. In this study, we sought to delineate miRNA changes following doxycycline induction and compared these changes to miRNA patterns seen in patient samples with and without disease.

## 2 MATERIALS AND METHODS

### 2.1 RNA extraction

The samples used for the study are summarized in the Table S1. These included doxycycline‐induced fallopian tube samples (FT, n = 5), metastatic tumors (M, n = 6), and uninduced control fallopian tubes (CT, n = 5) as well as plasma samples from mice bearing tumors (TS, n = 4) and normal control mice (CS, n = 4). Total RNA was isolated from tissue and plasma samples using the Norgen's Animal Tissue RNA Purification Kit and Plasma/Serum RNA Purification Kits, respectively, (Norgen Biotek Corporation) as per manufacturer's instructions. The isolated RNA was quantified using the Qubit™ RNA HS Assay Kit (Life Technologies, Thermo Fisher Scientific Inc).

### 2.2 Nanostring analysis

miRNAs from all samples (shown in the Table S1) were profiled using the nCounter® miRNA Expression Assays v1.5 (NanoString Technologies). The NanoString data were analyzed using the nSolver 3.0 software with their recommended settings (Figure S1). Briefly, tissue samples were normalized to the geometric mean of top 100 miRNAs per recommended settings without any background subtraction. Since plasma is known to have low abundance of miRNAs compared to tissues, we first determined the total number of miRNAs that were expressed (expression above the average of negative ligation controls plus two standard deviations). 

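The assay counts fluorescent barcodes, one kind for each miRNA probe, and each sample also carries 3 negative ligation controls, probes for which no matching template is added. Over the 7 plasma samples (4 from doxycycline-induced mice and 3 from control mice), the mean plus 2 SD of these controls was 24.0 counts in the deposited counts, before any normalization. The mean count of 140 of the 566 mouse miRNAs on the panel was above this level. When a count above it was required in at least 4 of the 7 samples, 118 miRNAs were left. With the negative ligation controls of each group taken alone, 112 miRNAs were above 32.2 counts in the control plasma and 188 were above 14.4 counts in the plasma of doxycycline-induced mice. A level of 36.9 counts from the 8 negative hybridization controls, an alternative chosen after seeing the data, left 113 miRNAs.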

We found approximately 150 miRNAs that were expressed. Since nSolver recommends using top 100 miRNAs for normalization, which represents approximately the top 20% of miRNAs expressed in tissues, we normalized plasma sample data to the geometric mean of top 30 miRNAs. The metastatic tumor sample M5 failed the normalization QC and was excluded from further analysis. Similarly, the control plasma sample CS1 was excluded from the analysis. Therefore, the final number of samples analyzed included CT (n = 5), FT (n = 5), M (n = 5), CS (n = 3), and TS (n = 4). The statistical difference in miRNA expression between control and tumor samples was calculated using a two‐tailed t test (Tables S2‐S4). The resulting list of differentially expressed miRNAs was analyzed for homology to human miRNA (microRNAviewer, Broad Institute of Harvard and MIT^13^; miRbase (release 22^14^).

### 2.3 Quantitative PCR (qPCR) analysis

miRNA expression was validated using the Quanta Biosciences qScript assay. Primer sequences for qPCR, which were predesigned by Quanta Biosciences, were ordered from IDT (Table S5). The samples used for qPCR were the same samples employed for the NanoString discovery analysis. We utilized miR‐425 as the endogenous control owing to its observed stability in the NanoString dataset (lowest % coefficient of variation across samples, comparable to the positive controls). hsa‐miR‐425, has also previously been reported to be one of the most stably expressed endogenous (EC) miRNA.^15^ 

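Over all 22 samples, the normalized counts of miR-425 had a coefficient of variation of 31.8%, the lowest of the 566 miRNAs. The next lowest was that of miR-338-3p at 35.8%, and the median over all miRNAs was 76.1%. Tissue and plasma samples were normalized apart, to the geometric mean of their own most abundant miRNAs, so the level that joins them depends on both scalings. Within the 15 tissue samples miR-425 ranked 6 with 26.9%, where miR-340-5p was lowest with 20.1%. Within the 7 plasma samples it ranked 18 with 38.6%, where miR-26b was lowest with 20.8%. The lowest-ranking miRNAs other than miR-425 were picked out after their values were seen. Its rank over all samples stayed at 1 when only miRNAs with a mean count of at least 20 or at least 50 were ranked. In the counts as deposited, a scale chosen after seeing the data, miR-425 ranked 424 with 90.1%, and the 6 positive controls had coefficients of variation between 25.2% and 40.2%. Normalized counts of miR-425 were 138.6 ± 35.4 (SD, n = 5) in control FT, 109 ± 34.3 (SD, n = 5) in doxycycline-induced FT and 109 ± 20.7 (SD, n = 5) in metastatic tumors.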

Five hundred nanograms of RNA from each sample was converted to cDNA using the cDNA Synthesis Kit (Quanta BioSciences). All cDNA samples were run in triplicate using the PerfeCTa SYBR Green SuperMix ROX (Quanta BioSciences). The qPCR was performed on an Applied Biosystems 7300 Real‐Time PCR System using a two‐step cycling protocol (95°C for 2 minutes followed by 40 cycles of 95°C for 15s and 62°C for 30 seconds, except for miR‐34b‐3p for which the annealing temperature was 60°C for 60 seconds). miRNA expression was quantified using the comparative Ct method.

### 2.4 Validation in human patient samples

Selected miRNA‐seq data in tags per million (tpm) were downloaded from the Gene Expression Omnibus (GEO) using a publicly available dataset (GSE94533) of preoperative serum samples collected from both healthy controls and women with malignant adnexal masses.^12^ Data were filtered for miRNAs with a minimum threshold of 10 tpm, log‐transformed, and expressed as fold changes relative to an established set of nine reference serum miRNAs described in our prior publication: let‐7c‐5p, miR‐103a‐3p, miR‐146b‐5p, miR‐148b‐3p, miR‐181a‐5p, miR‐191‐5p, miR‐221‐3p, miR‐222‐3p, and miR‐423‐3p.^12^ Samples were classified as either healthy controls or cancer cases using histopathologic diagnosis and the International Federation of Obstetrics and Gynecology (FIGO) stage guidelines. Cases were grouped into stage I serous borderline tumors, stage I or II high‐grade (Grade 3) serous cancers, stage I or II high‐grade (Grade 2 or 3) clear cell or endometrioid cancers, stage III or IV high‐grade (Grade 3) serous cancers, stage III or IV high‐grade (Grade 2 or 3) clear cell or endometrioid cancers. Mean expression values of miRNAs of interest were compared among groups using a one‐way analysis of variance (ANOVA) analysis with a posttest for linear trend to test the null hypothesis of no variation in values with increasing burden of disease. An alpha statistic less than 0.05 was considered statistically significant. Data were analyzed using the GraphPad Prism v.8.0 software (San Diego, CA).

## 3 RESULTS

We performed a miRNA profiling analysis in order to identify changes occurring in doxycycline‐induced FTs and metastatic tumors associated with inactivation of *BRCA*, *TP53*, and *PTEN* genes, which may accompany tumorigenesis and may be of use as potential circulating biomarkers. Accordingly, total RNA was isolated from selected doxycycline‐induced FT, metastatic tumors, and plasma samples. We had matching doxycycline‐induced FTs and metastatic tumors from two mice. We included three other metastatic tumors from a previous publication.^6^ Normal (uninduced) FTs were used as controls. We also used plasma samples from all the mice from which we collected doxycycline‐induced FT tissue. The miRNA expression was profiled using the NanoString platform and the workflow is summarized in the Figure S1. 

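The NanoString nCounter mouse miRNA assay ligates a tag to each miRNA, hybridizes it to a pair of probes, one of which carries a fluorescent barcode, and counts the barcodes one by one without amplification. The authors deposited counts for each probe and sample that do not carry their normalization. The panel lists 626 probes, of which 566 are for mouse miRNAs and 60 are controls, housekeeping mRNAs and probes for miRNAs of other species. Older names are used there, so miR-21a-5p is listed as mmu-miR-21, miR-126a-3p as mmu-miR-126-3p, miR-146a-5p as mmu-miR-146a, miR-486a-5p as mmu-miR-486 and miR-210-3p as mmu-miR-210. Values were given for 5 uninduced control FT (CT), 5 doxycycline-induced FT, 5 metastatic tumors (M), 3 control plasma samples (CS2 to CS4) and 4 plasma samples from doxycycline-induced mice (TS1 to TS4). The plasma samples TS1 to TS4 came from the mice of FT2 to FT5, and CS2 to CS4 from the mice of CT2 to CT4, and the paper's text does not name which metastatic tumors shared a mouse with an FT. M6 was the only ovarian tumor. FT2 had lost both alleles of Brca1 and FT4 both alleles of Brca2, while FT1, FT3 and FT5 were heterozygous for a Brca2 deletion. M1 and M3 had lost both alleles of Brca2, M4 was heterozygous for Brca2, and M2 and M6 were heterozygous for Brca1. Input was 100 ng of RNA per tissue sample and 10 ng per plasma sample. Total counts on miRNAs ranged from 71260 to 288481 in CT (median 185389), from 74888 to 598321 in FT (median 215577) and from 70164 to 313180 in M (median 123139). In plasma they were 36639, 18350 and 214285 in CS2, CS3 and CS4, and from 94466 to 269005 in TS (median 139012). The 8 negative hybridization controls averaged between 7.75 and 31.5 counts per sample, so a miRNA with fewer counts than these could not be told from background. Between 94 and 208 miRNAs per tissue sample and between 52 and 128 per plasma sample were above the mean plus 2 SD of these controls. Counts were divided by the geometric mean of the 100 most abundant miRNAs in tissue and of the 30 most abundant in plasma, as in the paper's methods, and these are called normalized counts. Before scaling, these geometric means ranged from 168.8 to 1332 in tissue and from 130.8 to 2331 in plasma. FT and M were each compared with CT, and TS with CS, by edgeR's quasi-likelihood test on the counts of all 566 miRNAs, with the geometric means as library sizes, Benjamini-Hochberg adjustment and a threshold of 0.05. For miRNAs with a mean count of at least 50, Pearson's r between samples of a group, taken across miRNAs, had a median of 0.911 in CT, 0.694 in FT, 0.591 in M, 0.867 in CS and 0.729 in TS.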

Unsupervised agglomerative hierarchical clustering of the normalized data using Pearson's correlation shows separation of the tissue samples into two separate clusters representing normal control FT (CT), the doxycycline‐induced FT, and metastatic tumors (M) (Figure 1A). 

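Clustering was repeated on the log2 normalized counts of all 566 miRNAs in the 15 tissue samples, with 1 − Pearson's r as the distance and average linkage, since the paper's text does not name the linkage. At the top split, CT1 to CT5, FT1, FT3, FT4 and FT5 formed one cluster, and FT2 joined the 5 M samples in the other. Complete linkage moved FT1 and FT4 out of the cluster with CT and left FT3 and FT5 there, and values centred for each miRNA gave the same members. On linear values M2 and M6 also joined the CT cluster. Without FT1, FT4 left the CT cluster, without M2 it took in M6, and without M3 it took in M2 and M6. Pearson's r across miRNAs, which are not independent replicates, had a median of 0.944 between CT samples (10 pairs, 0.921 to 0.957), 0.843 between FT samples (0.698 to 0.903) and 0.822 between M samples (0.774 to 0.932). Between groups the median was 0.880 for CT with FT, 0.746 for CT with M and 0.793 for FT with M. The mean r within CT and within the FT and M samples was 0.0183 above the mean r between them (one-sided permutation test with 100000 resamples of the sample labels, p = 0.127). Centring each miRNA moved this difference most, to 0.239 (permutation p = 0.0128). It was also past the threshold without FT3 (0.0395, permutation p = 0.0406) and without FT5 (0.0410, permutation p = 0.0319), and was 0.00626 without CT5, 0.00859 without CT1, 0.00984 without CT4 and 0.0121 without CT3. The FT samples were also placed on a line from the mean of CT (0) to the mean of M (1), over the 141 miRNAs with a mean count of at least 50. FT2 lay at 0.900, FT4 at 0.368, FT1 at 0.214, FT3 at −0.0144 and FT5 at −0.0577, while single CT samples lay between −0.0792 and 0.138 and single M samples between 0.708 and 1.13. From the clusters, the paper states that the samples separate into control FT on one side and doxycycline-induced FT and metastatic tumors on the other.

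**Figure D1:**
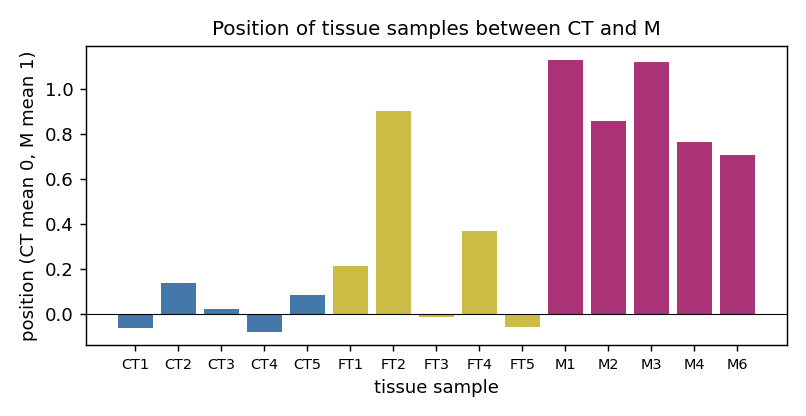
Position of each of the 15 tissue samples on a line from the mean of CT (0) to the mean of M (1), from log2 normalized counts of 141 miRNAs. Each bar is 1 sample, colored by group, and FT2 at 0.900 lies among the M samples while FT3 and FT5 lie among the CT samples.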

We identified miRNAs that were differentially expressed in doxycycline‐induced FTs and metastatic tumor samples (M) when compared to CT (Tables S2, S3). 

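In FT against CT, 1 of the 566 miRNAs was past the threshold by edgeR, and 41 had an unadjusted p below 0.05. The methods' t-test gave 9 miRNAs with an unadjusted p below 0.05, of which 7 were higher in FT and 2 lower, and 0 after Benjamini-Hochberg adjustment. DESeq2 gave 9 miRNAs and limma 0. The alternative that moved the number most left out FT3, which gave 12 miRNAs, and without FT5 there were 10, without FT1 there were 2, and without CT2 or CT3 there were 0. In 3 of the 566 miRNAs (0.53%) no FT sample overlapped a CT sample, where chance gives 0.794%. The scaling moves all log2 fold changes together, and their median over the 566 miRNAs was 0.15, against 0.06 with TMM, 0.26 with median scaling, 0.64 with miR-425 scaling and 0.02 with quantile normalization. The miRNA past the threshold was miR-122, with normalized counts of 304 ± 543 (SD, n = 5) in FT and 11.4 ± 2.80 (SD, n = 5) in CT, a log2 fold change of 4.74 (standard error 0.945, adjusted p = 0.0201 by edgeR). Its normalized count was 1270 in FT3, 168 in FT5 and between 18.5 and 31.8 in the other FT samples. Before normalization its counts were 6 to 17 in CT, 13 in FT2 and 16 in FT4, near the negative controls. The higher normalized counts of FT2 and FT4 than of CT therefore come from scaling, and the size of the fold change is uncertain. As a difference of mean log2 values, which FT3 sways less, it was 2.90, and 2.27 with a pseudocount of 10. With negative controls subtracted, chosen after seeing the data, miR-122 was at 7.51 by edgeR. Without FT3 its log2 fold change was 2.50, and without CT2 or CT3 its adjusted p was 0.0611 or 0.0685. It was also short of the threshold with miR-425 scaling (adjusted p = 0.108), quantile normalization (0.448), minimum mean counts of 20 or 50 (0.103 and 0.0963), limma (0.776) and the methods' t-test after adjustment (0.827), and over the alternatives its adjusted p ranged from 0.000812 to 0.827. miR-486a-5p was the next of the miRNAs named in the study, with 111 ± 85.9 (SD, n = 5) in FT and 21.3 ± 5.14 (SD, n = 5) in CT, a log2 fold change of 2.36 (standard error 0.558, adjusted p = 0.0754 by edgeR). Its counts in CT (11 to 37 before normalization) lay near the negative controls, which makes the size of this change uncertain. It passed the threshold with TMM (adjusted p = 0.0336), median scaling (0.0250), DESeq2 (3.29e-05), without FT1 (0.0298), without FT3 (0.0445) and without FT5 (0.0111), and over all alternatives its adjusted p ranged from 3.29e-05 to 0.840. Smaller changes were measured for miR-7a-5p, with a log2 fold change of 1.15 (standard error 0.5, adjusted p = 0.611 by edgeR) and 4 of 5 FT samples above the CT mean, and for miR-495-3p, with 0.66 (standard error 0.488, adjusted p = 0.759) and 5 of 5. miR-432-5p had a log2 fold change of −0.85 (standard error 0.476, adjusted p = 0.759), with 0 of 5 FT samples above the CT mean. Counts of miR-495-3p and miR-432-5p lay near the negative controls (18.5 and 22.3 on average before normalization), so the size of either change is uncertain. Of the 30 miRNAs named in the study, 1 was past the threshold over all miRNAs and 18 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.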

The miRNAs that showed significant differential expression (*P* value ≤.05, two‐tailed t test) in doxycycline‐induced FTs are shown in Table 1. In addition, we identified 130 murine miRNAs that were significantly differentially expressed in metastatic tumor samples, M, when compared to uninduced FT controls (*P* value <.05, two‐tailed t test). 

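In M against CT, 82 miRNAs were past the threshold by edgeR, 58 higher and 24 lower, and 160 had an unadjusted p below 0.05. The methods' t-test gave 123 miRNAs with an unadjusted p below 0.05, 73 higher and 50 lower, of which 32 were left after Benjamini-Hochberg adjustment, and 72 of the 82 were among the 123. limma gave 68 miRNAs. DESeq2 moved the number most, to 184, of which 81 were among the 82. The share that was higher, 70.7% with the top 100 scaling, was 55.0% with TMM (83 higher and 68 lower), 42.8% with median scaling (59 and 79), 87.5% with miR-425 scaling (70 and 10) and 49.1% with quantile normalization (54 and 56). The median log2 fold change over all miRNAs was 0.29, and it moved to 0.18, 0.01, 0.66 and −0.01 under the same scalings. Without CT1 the number was 51, without CT3 it was 52 and without CT4 it was 50, and without any other sample it was between 56 and 101. In 71 of the 566 miRNAs (12.5%) no M sample overlapped a CT sample, where chance gives 0.794%, and 54 of these were among the 82. Among the 54, the largest log2 fold change by edgeR was that of miR-2134, with 3380 ± 4569 (SD, n = 5) normalized counts in M and 11.6 ± 4.13 (SD, n = 5) in CT, a log2 fold change of 8.17 (standard error 1.23, adjusted p = 0.000181 by edgeR). It was followed by miR-2133 (7.01, adjusted p = 0.000114), miR-1224 (6.31, 0.000107), miR-2132 (5.45, 0.000803) and miR-2141 (5.43, 2.88e-05). Before normalization the CT counts of miR-2134 were 5 to 22 and those of miR-2132 were 11 to 34, near the negative controls. These fold changes are therefore over background and their size and order are uncertain. As a difference of mean log2 values miR-2134 was at 6.40, and at 5.52 with a pseudocount of 10. With negative controls subtracted, chosen after seeing the data, it was at 11.91 by edgeR. Counts of the 4 housekeeping mRNA probes relative to miRNA were also higher in M than in CT, by 2.98 on the log2 scale. The largest decrease by edgeR was that of miR-204, with 19.5 ± 13.2 (SD, n = 5) in M and 1574 ± 543.5 (SD, n = 5) in CT, a log2 fold change of −6.37 (standard error 0.681, adjusted p = 1.85e-05 by edgeR). It was followed by miR-135a (−6.18, adjusted p = 0.000141), miR-34b-5p (−4.53, 7.24e-05), miR-34b-3p (−4.0, 0.000203) and miR-29c (−3.81, 0.000104). In M the counts of miR-34b-5p were 5 to 16 and those of miR-34b-3p were 7 to 16 before normalization, again near the negative controls. Normalized counts of miR-34b-3p in M were 6.52 to 42.8, and miR-204, with a mean of 19.5 there, was at a similar level. The size and order of the falls of miR-204 and both miR-34b arms are therefore uncertain.

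**Figure D2:**
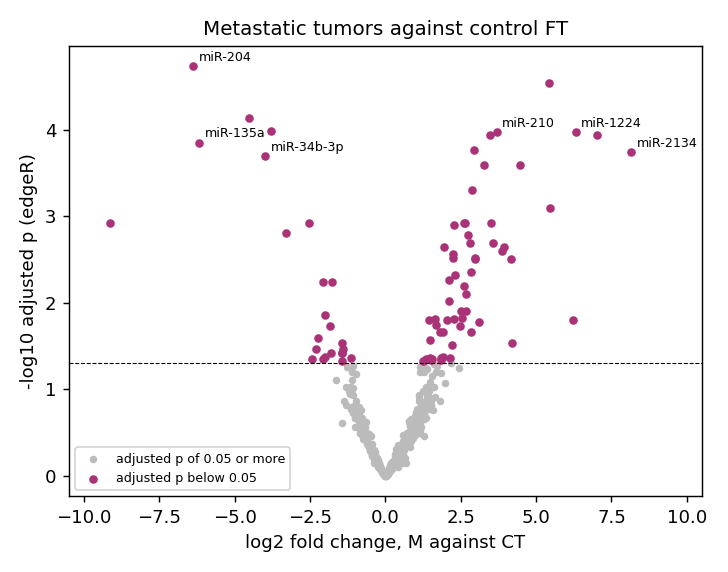
Log2 fold change of 566 miRNAs in M against CT (x axis) and −log10 of the adjusted p by edgeR (y axis). Each dot is 1 miRNA, the dashed line marks an adjusted p of 0.05, and the 82 miRNAs past it, 58 of them on the right, are purple.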

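Of the 58 miRNAs past the threshold and higher in M than in CT, 55 also had a log2 fold change above 0 in FT against CT, and of the 24 past it and lower in M, 17 were also below 0 in FT. Both comparisons use the same 5 CT samples, which alone can give fold changes in common. Unchanged FT groups were therefore simulated 100 times against these CT samples, and of the same 58 miRNAs a median of 26 and at most 35 were above 0, and of the 24 a median of 14 and at most 20 were below 0. Across the 566 miRNAs, which are not independent replicates, log2 fold changes in FT and M had a Pearson's r of 0.69, where the simulated groups gave at most 0.139. Their signs were the same in 83.2% of the miRNAs, against at most 55.7% in the simulations. Each miRNA was simulated on its own, without shifts of many miRNAs together in a sample, so the spread of the simulations can be too narrow. DESeq2 moved the number of miRNAs higher in both most, to 98 of 102. Keeping only miRNAs with a mean count of at least 50 gave 35 of 46. Without CT4 the number was 34 of 38, and without FT2 it was 41 of 58. Of the 55 miRNAs, miR-122 alone was past the threshold in FT itself.

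**Figure D3:**
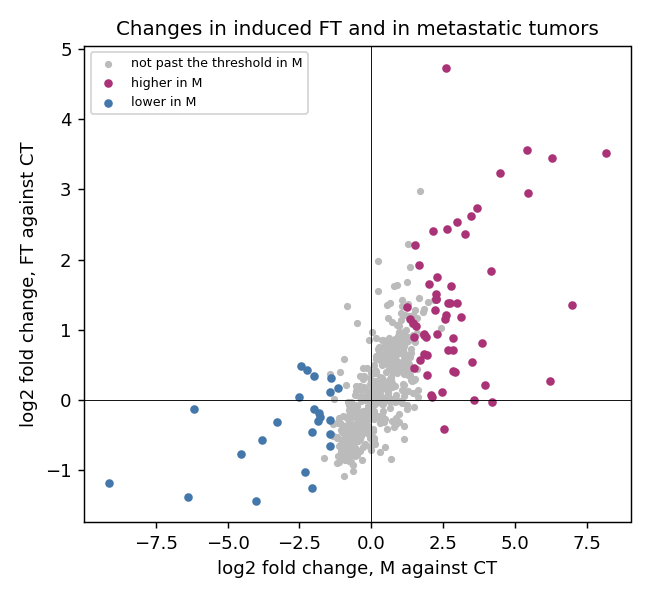
Log2 fold change of 566 miRNAs in M against CT (x axis) and in FT against CT (y axis). Each dot is 1 miRNA, with those past the threshold in M drawn in purple where higher and in blue where lower, and 55 of the 58 purple dots lie above 0 on the y axis.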

We then examined all the differentially expressed miRNAs in doxycycline‐induced FT and M, when compared to the controls, to identify miRNAs that were consistently upregulated in both lists. We further selected the top 50 overexpressed miRNAs in doxycycline‐induced FT, which were also significantly overexpressed in metastatic tumors. 

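The 50 miRNAs with the largest log2 fold change in FT against CT were taken from the edgeR values, and 28 of them were past the threshold and higher in M. With the methods' t-test on log2 normalized counts the number was 24 of 50, at an unadjusted p below 0.05 in M.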

The list of top 50 overexpressed murine miRNAs was subjected to homology analysis (microRNAviewer, Broad Institute of Harvard and MIT^13^) to identify human homologs, which led to the identification of 15 miRNAs (Table 2). miR‐2134, miR‐465b‐5p, miR‐2141, miR‐1970, miR‐2132, miR‐672‐5p, miR‐1944, miR‐292a‐3p, miR‐1198‐5p, miR‐291b‐3p, and miR‐2140 did not have human homologs and were therefore excluded from the list. Evaluation of these miRNAs in plasma showed that all the selected miRNAs had a twofold change in expression, except for miR‐126a‐3p, which had an expression fold change of 1.88 as shown in Table 3 and Table S4. 

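The 15 miRNAs of Table 2 were all above 0 in FT against CT, with log2 fold changes between 0.94 and 4.74 (median 1.75), and 1 of them, miR-122, was past the threshold by edgeR. In M against CT 14 of the 15 were higher and 1 lower, with a median log2 fold change of 2.30, and 12 were past the threshold. The one that was lower in M was miR-10b-5p, with 354 ± 190 (SD, n = 5) normalized counts in M and 629.6 ± 134 (SD, n = 5) in CT, a log2 fold change of −0.83 (standard error 0.468, adjusted p = 0.241 by edgeR). The 11 miRNAs without a human homolog were all above 0 in both comparisons, with median log2 fold changes of 2.20 in FT and 2.79 in M, and 9 of them were past the threshold in M. In the edgeR ranking of FT against CT, 13 of the 15 and 9 of the 11 were among the 50 largest increases, and 10 and 8 of these were also past the threshold in M. When ranked on the values of the methods' t-test, all 15 and all 11 were among the 50. Of these, 14 and 10 were also higher in M at an unadjusted p below 0.05. Several of the FT values rested on FT2. Without FT2 the log2 fold change in FT fell from 3.45 to 0.89 for miR-1224, from 3.53 to 0.56 for miR-2134, from 3.57 to 0.64 for miR-2141 and from 1.34 to 0.83 for miR-10b-5p. The first 3 passed the threshold in FT without FT3 (each with an adjusted p of 0.0245 by edgeR) and without FT5 (0.0122, 0.0111 and 0.0126). On all samples miR-1224 and miR-2141 passed it with DESeq2 (adjusted p of at most 0.0337), and miR-1224 and miR-2134 with negative controls subtracted, chosen after seeing the data (0.0401 and 0.0169), while the highest adjusted p of the 3 over the scalings, tools, filters and samples left out was 0.852. Whether a miRNA past the threshold in M and not in FT differs between FT and M was not tested.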

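In plasma, 0 of the 566 miRNAs were past the threshold in TS against CS by edgeR, where 42 had an unadjusted p below 0.05 and the lowest adjusted p was 0.542. DESeq2 gave 12 miRNAs, all higher in TS, and limma gave 0. The methods' t-test gave 24 at an unadjusted p below 0.05, 5 higher and 19 lower, and 0 after adjustment. In 30 miRNAs (5.3%) no TS sample overlapped a CS sample, where chance gives 5.71%. The median log2 fold change over all miRNAs was −0.89 with the top 30 scaling, and −0.05 with TMM, −0.65 with median scaling, −0.38 with miR-425 scaling, 0.00 with quantile normalization and 0.32 when only miRNAs with a mean count of at least 50 were kept. Of the 15 miRNAs of Table 2, 9 were above 0 and 6 below, with a median log2 fold change of 0.83, and 5 of them (miR-21a-5p, miR-146a-5p, miR-1224, miR-210-3p and miR-122) were at 1 or more. miR-21a-5p had 2216 ± 2718 (SD, n = 4) normalized counts in TS and 558 ± 241 (SD, n = 3) in CS, a log2 fold change of 1.98 (standard error 0.832, adjusted p = 0.542 by edgeR) that was 0.63 without TS3. All 4 TS samples lay above the CS mean (two-sided exact permutation test, p = 0.229). miR-146a-5p had 385 ± 378 (SD, n = 4) in TS and 112 ± 27.7 (SD, n = 3) in CS, a log2 fold change of 1.79 (standard error 0.876, adjusted p = 0.542 by edgeR) that was 0.90 without TS3, with 3 of 4 TS samples above the CS mean (exact permutation p = 0.286). It was past the threshold with DESeq2 (log2 fold change 2.13, adjusted p = 0.0298), within a range of 0.0298 to 0.999 over the alternatives. miR-126a-3p had 1234 ± 288 (SD, n = 4) in TS and 644 ± 48.6 (SD, n = 3) in CS, a log2 fold change of 0.94 (standard error 0.810, adjusted p = 0.580 by edgeR), and every TS sample was above every CS sample (exact permutation p = 0.0286, the smallest that 4 samples against 3 allow, and 0.694 after adjustment over the list). miR-34b-3p had 14.6 ± 9.13 (SD, n = 4) in TS and 44.3 ± 37.1 (SD, n = 3) in CS, a log2 fold change of −1.52 (standard error 0.949, adjusted p = 0.570 by edgeR), with 0 of 4 TS samples above the CS mean (exact permutation p = 0.286). Its log2 fold change was −0.75 without CS3, −2.12 without CS4, −0.44 with TMM and 0.17 when samples were scaled to the positive ligation controls, a scaling chosen after seeing the data, and its counts lay near the negative controls.

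**Figure D4:**
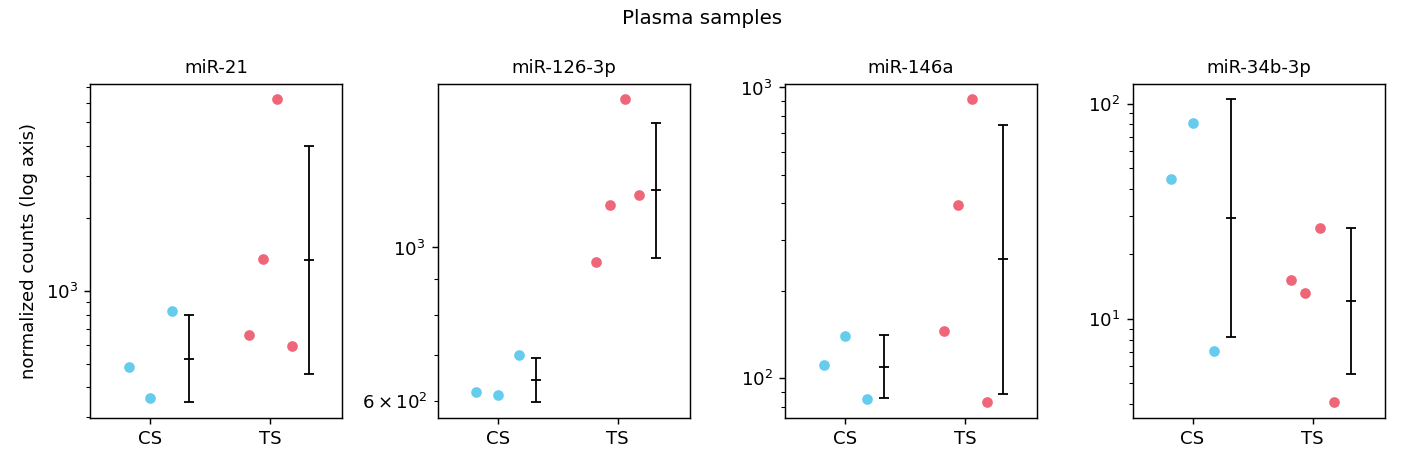
Normalized counts (log axis) of the 4 miRNAs in 3 CS and 4 TS samples. Each dot is 1 sample, and the black mark and bar give the geometric mean and 1 SD of the log2 values, with every TS sample above every CS sample for miR-126a-3p alone.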

Of the selected miRNAs, miR‐210‐3p and miR‐486a‐5p were not studied further as their levels were reported to be highly impacted by hemolysis and would therefore not be suitable as potential circulating tumor markers.^16^ 

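miR-210-3p had 482 ± 710 (SD, n = 5) normalized counts in FT, 931 ± 439 (SD, n = 5) in M and 71.7 ± 15.6 (SD, n = 5) in CT. Its log2 fold change was 2.74 in FT (standard error 0.756, adjusted p = 0.106 by edgeR), with 4 of 5 FT samples above the CT mean, and 3.70 in M (standard error 0.505, adjusted p = 0.000107), with 5 of 5. Without FT2 the value in FT was 1.23, and it passed the threshold without FT3 (3.01, adjusted p = 0.0245) and without FT5 (3.04, adjusted p = 0.0126), and on all samples with DESeq2 (2.28, adjusted p = 0.0337), within a range of 0.0126 to 0.840 over the scalings, tools, filters and samples left out. In plasma it was 48.1 ± 50.8 (SD, n = 4) in TS and 22.0 ± 7.73 (SD, n = 3) in CS, a log2 fold change of 1.19 (standard error 0.936, adjusted p = 0.570) that was 0.16 without TS3. miR-486a-5p rose to 207 ± 138 (SD, n = 5) in M, a log2 fold change of 3.27 (standard error 0.512, adjusted p = 0.000254). In plasma it was 2213 ± 1940 (SD, n = 4) in TS and 1845 ± 867 (SD, n = 3) in CS, a log2 fold change of 0.26 (standard error 0.775, adjusted p = 0.851), which was −0.20 with limma. It moved with each sample left out, to 0.44, 0.51 and −0.08 without CS2, CS3 and CS4 and to −0.37, 0.52, 0.09 and 0.62 without TS1, TS2, TS3 and TS4. miR-451, another miRNA abundant in red blood cells, had 18950 ± 18910 (SD, n = 4) in TS and 21180 ± 9420 (SD, n = 3) in CS.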

Interestingly, the supervised clustering analysis using the consistently dysregulated miRNAs, including miR‐21a‐5p, miR‐126a‐3p, miR‐146a‐5p, and miR‐34b‐3p, shows a good separation between normal control and doxycycline‐induced samples (Figure 1B,C).

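The log2 normalized counts of the 4 miRNAs, centred for each miRNA, were clustered by Euclidean distance with average linkage, since the paper's text does not name the distance for this panel. In tissue, FT1, FT2, FT4 and the 5 M samples formed one cluster, and FT3 and FT5 fell with the 5 CT samples. The members were the same with 1 − Pearson's r, with complete linkage and with unit variance for each miRNA. In plasma, TS3 stood apart, and TS1, TS2 and TS4 fell with the 3 CS samples. With 1 − Pearson's r as the distance, TS1 fell with CS2 and CS3, and CS4 fell with TS2, TS3 and TS4. The 4 miRNAs were chosen by the study on the samples that they cluster here.

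**Figure D5:**
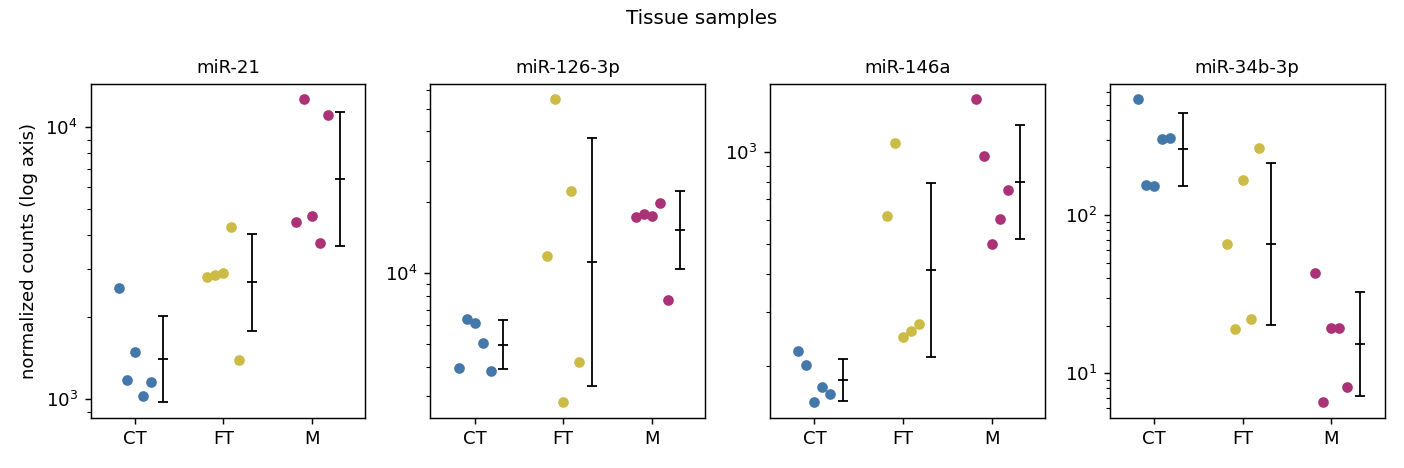
Normalized counts (log axis) of the 4 miRNAs in 5 CT, 5 FT and 5 M samples. Each dot is 1 sample, and the black mark and bar give the geometric mean and 1 SD of the log2 values, with the M samples on one side of the CT samples for each of the 4.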

**Figure 1:**
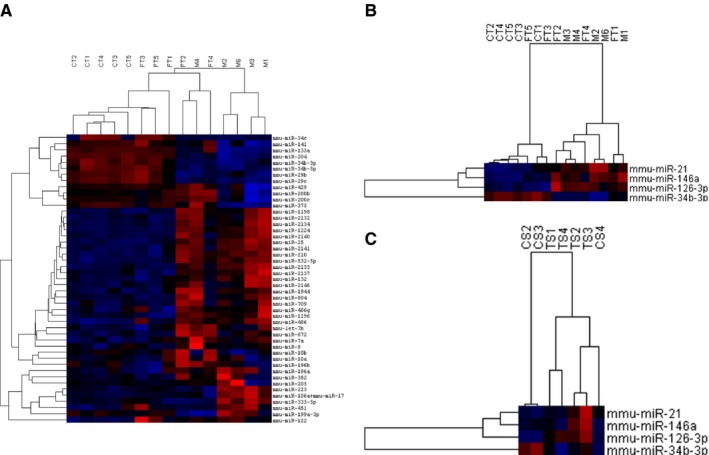
Hierarchical clustering. Unsupervised agglomerative clustering analysis of tissue samples (A). Supervised clustering analysis with miR‐21a‐5p, miR‐126a‐3p, miR‐146a‐5p, and miR‐34b‐3p in tissue (B) and plasma (C). In the heatmaps, blue denotes underexpression and red denotes overexpression of the miRNAs

**Table 1:** Significant differentially expressed miRNAs in doxycycline‐induced FT

Gene name	Accession Number	Fold change: fallopian tube vs control	*P*‐value: fallopian tube vs control	Fold change M vs CT	*P*‐value M vs CT
mmu‐miR‐486‐5p	MIMAT0003130	4.05	2.00E‐02	8.37	1.00E‐03
mmu‐miR‐21a‐5p	MIMAT0000530	1.92	3.00E‐02	4.59	2.00E‐03
mmu‐miR‐495‐3p	MIMAT0003456	1.65	4.00E‐02	1.58	2.50E‐01
mmu‐miR‐432‐5p	MIMAT0012771	−1.83	4.00E‐02	−1.29	3.30E‐01
mmu‐miR‐146a‐5p	MIMAT0000158	2.28	5.00E‐02	4.43	1.00E‐03
mmu‐miR‐7a‐5p	MIMAT0000677	2.15	5.00E‐02	4.07	3.00E‐02
mmu‐miR‐34b‐3p	MIMAT0004581	−3.98	6.00E‐02	−16.97	2.00E‐04

**Table 2:** Significantly upregulated miRNAs in M samples that are also upregulated in doxycycline‐induced FT

miRNA	Fold change M vs CT	*P‐*value M vs CT	Fold Change FT vs CT	*P*‐value FT vs CT
mmu‐miR‐22‐3p	4.92	5.08E‐06	2.08	2.15E‐01
mmu‐miR‐210‐3p	12.13	5.78E‐05	3.01	1.59E‐01
mmu‐miR‐532‐5p	10.48	8.74E‐05	2.91	1.41E‐01
mmu‐let‐7i‐5p	5.8	3.00E‐04	2.98	1.56E‐01
mmu‐miR‐146a‐5p	4.43	7.00E‐04	2.28	4.61E‐02
mmu‐miR‐486a‐5p	8.37	1.00E‐03	4.05	1.90E‐02
mmu‐miR‐126a‐3p	3.07	1.00E‐03	2.25	2.12E‐01
mmu‐miR‐21a‐5p	4.59	1.50E‐03	1.92	2.92E‐02
mmu‐miR‐1224‐5p	41.91	3.00E‐03	3	2.18E‐01
mmu‐miR‐122‐5p	5.04	4.60E‐03	7.47	6.01E‐02
mmu‐miR‐98‐5p	3.44	1.24E‐02	2.29	1.40E‐01
mmu‐miR‐450b‐5p	3.05	2.05E‐02	2.25	1.70E‐01
mmu‐miR‐363‐3p	3.4	2.86E‐02	2.46	7.51E‐02
mmu‐miR‐7a‐5p	4.07	3.02E‐02	2.15	4.85E‐02
mmu‐miR‐10b‐5p	–1.95	4.41E‐02	1.86	2.15E‐01

**Table 3:** Fold change of consistently upregulated miRNAs in plasma and tissue samples

miRNA	Fold change in plasma	Fold change in FT	Fold change in M
mmu‐miR‐126a‐3p	1.88	2.25	3.07
mmu‐miR‐1224‐5p	2.29	3	41.91
mmu‐miR‐146a‐5p	2.34	2.28	4.43
mmu‐miR‐21a‐5p	2.56	1.92	4.59

### 3.1 Validation of miRNA expression

We performed qPCR analysis using the same samples in order to validate the results obtained with the NanoString analysis. Of all the miRNAs identified by the expression profiling analysis, only those that showed consistent expression patterns in doxycycline‐induced tissue (FT, M) and plasma samples were further selected for validation. Thus, we validated by qPCR the following miRNAs: miR‐21a‐5p, miR‐126a‐3p, miR‐146a‐5p, and miR‐34b‐3p (Figure 2). 

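Of the 30 miRNAs named in the study, 27 had a log2 fold change above 0 in FT against CT, 26 in M against CT and 13 in TS against CS. Past the threshold by edgeR were 22 in M and 0 in plasma, where the lowest adjusted p was 0.542, and adjusted over the list alone 24 and 0, which is not independent evidence because the study chose the list on these samples. The difference between the log2 fold changes in FT and in plasma was tested for each of the 30, and 0 were past the threshold, with a lowest adjusted p of 0.405 by edgeR. That test did not pair the tissue and plasma of the same mouse, so it does not show that both changed alike. miR-126a-3p had 19230 ± 21440 (SD, n = 5) normalized counts in FT, 16010 ± 4749 (SD, n = 5) in M and 5072 ± 1192 (SD, n = 5) in CT. In FT its log2 fold change was 1.92 (standard error 0.750, adjusted p = 0.471 by edgeR), with 3 of 5 FT samples above the CT mean (two-sided exact permutation test, p = 0.183), and it was 1.02 without FT2. In M it was 1.66 (standard error 0.434, adjusted p = 0.0155 by edgeR), with 5 of 5 M samples above every CT sample (exact permutation p = 0.00794). That adjusted p was 0.0540 without CT1, 0.0516 without CT4, 0.0515 with median scaling, 0.155 with CT, FT and M fitted together and 0.343 with scaling to the positive ligation controls, chosen after seeing the data, within a range of 0.00165 to 0.343 over the alternatives. The log2 fold changes of miR-21a-5p, miR-126a-3p and miR-146a-5p were above 0 and those of miR-34b-3p below 0 in each of the 3 comparisons. The plasma counts of miR-34b-3p were 8 to 17 before normalization, near the negative controls. Probes with no mouse target also fell in TS, by a median of −1.12 on the log2 scale. The direction of miR-34b-3p in plasma therefore cannot be told from an effect of scaling. From expression patterns in tissue and plasma, the paper selected these 4 miRNAs for measurement by qPCR.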

Finally, to test if the identified murine miRNAs have clinical relevance in human samples, we further performed a validation analysis utilizing a recently published patient dataset, which examined circulating miRNAs in human patients diagnosed with ovarian cancer.^12^ The relevant clinical characteristics of the cancer patients are described in Table 4. miR‐34b‐3p was not detectable in any of the human serum samples above the minimum threshold for detection of 10 tpm. It has, however, been shown to be downregulated in human serous ovarian cancer.^17^ Interestingly, two of the key miRNAs we identified in animal models, namely miR‐21a‐5p and miR‐126‐3p, showed a trend for increasing serum miRNA levels with increased tumor stage in HGSC as well as in non‐serous histology (Figure 3). Specifically, compared to healthy controls and borderline serous tumors, we saw increasing expression of both miR‐21‐5p (*P*‐trend <.0001) and miR‐126‐3p (*P*‐trend = .03) with increased stage of both high‐grade serous and non‐serous ovarian cancers. miR‐146a‐5p levels were not found to be significantly correlated with progressive disease in patients, which was due primarily to decreased expression among advanced‐stage non‐serous cancers. However, this miRNA has been previously shown to be upregulated in serous ovarian cancer (Figure 3).^18^

**Figure 2:**
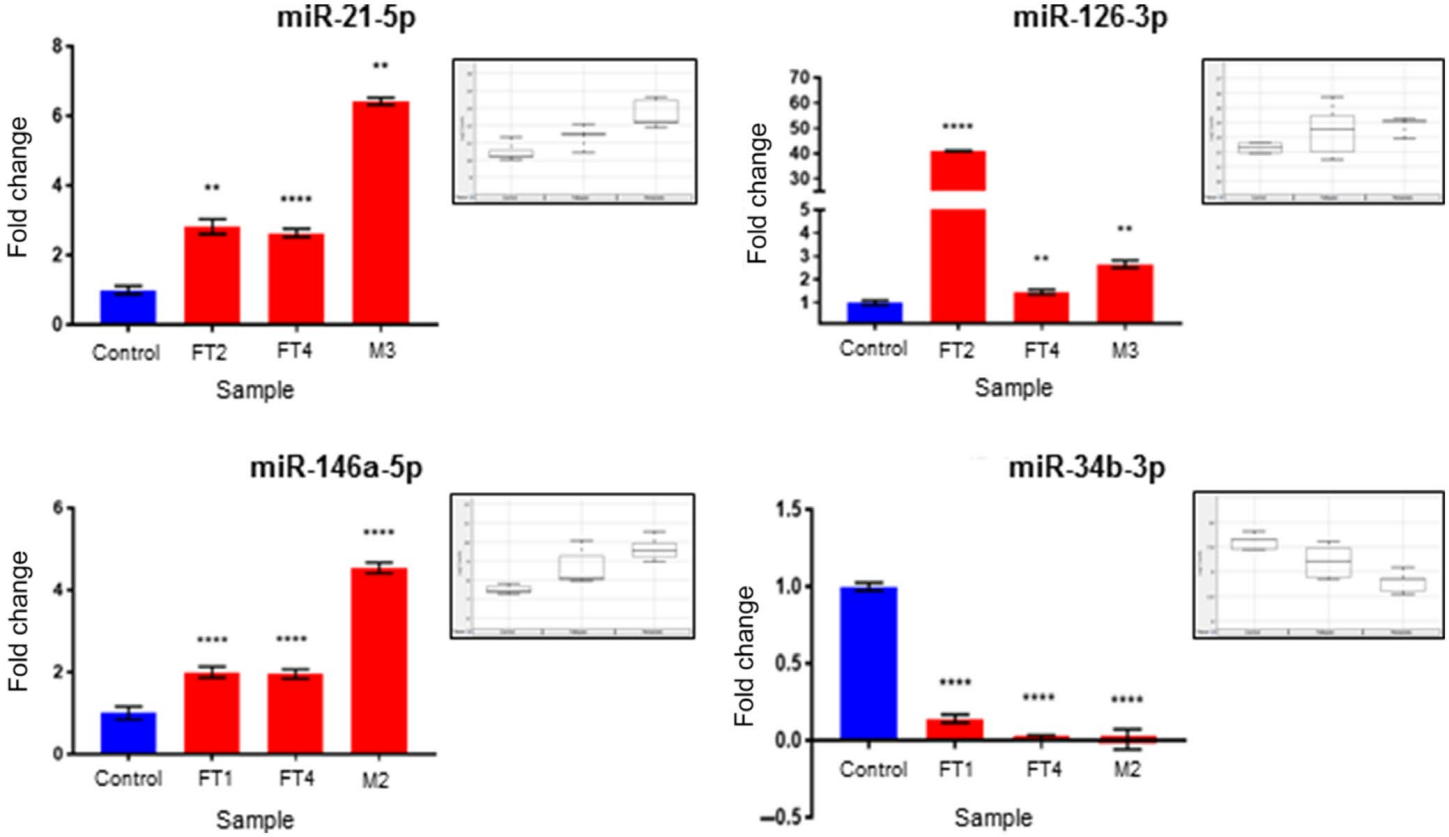
qPCR validation studies showing expression fold changes of miR‐21, miR‐126‐3p, miR‐146a, and miR‐34b‐3p in doxycycline‐induced fallopian tubes (FT2, FT4) and metastatic samples (M2 and M3) when compared to Controls. Statistical significance was calculated by using an unpaired t test with Welch's correction (**** and ** indicate *P* <.0001 and <.005, respectively). The box plots in the insets show miR‐21a‐5p, miR‐126a‐3p, miR‐146a‐5p, and miR‐34b‐3p expression in tissue samples as determined by the NanoString analysis

**Table 4:** Clinical characteristics of patient samples

	N	Age, y	CA‐125, IU/L
Healthy Controls	15	53 (45‐71)	**
Stage I Serous Borderline tumors	17	56 (45‐69)	42 (4.9‐763)
Stage I/II High‐Grade Serous Carcinomas	21	59 (45‐74)	174 (9‐7000)
Stage I/II High‐Grade Endometrioid or Clear Cell Carcinomas	14	59 (48‐78)	300 (25.8‐7005)
Stage III/IV High‐Grade Serous Carcinomas	27	56 (46‐68)	157.3 (31.2‐1889)
Stage III/IV High‐Grade Endometrioid or Clear Cell Carcinomas	8	55.5 (50‐63)	551.65 (58‐3257)

Note

Values represent medians (range).

** Not applicable.

**Figure 3:**
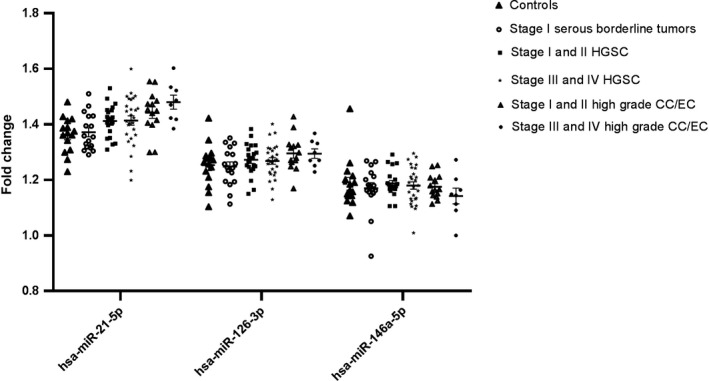
Validation of selected murine miRNAs of interest in patient samples. Compared to healthy controls and borderline serous tumors, increasing stage of both high‐grade serous and non‐serous ovarian cancers was associated with a progressive rise in miR‐21‐5p (*P*‐trend <.0001) and miR‐126‐3p (*P*‐trend = .03). Higher volume disease was not associated with levels of miR‐146a‐5p (*P‐*trend = .2), which was due primarily to decreased expression among advanced‐stage non‐serous cancers. Data are shown as mean values ± standard error of the mean (SEM)

## 4 DISCUSSION

The identification of the FT as a site of origin for a large subset of HGSC necessitates a detailed investigation into the early changes that accompany tubal‐derived tumorigenesis. In order to characterize these early changes and discover potential circulating biomarkers, we utilized FT‐derived cancer models and identified miRNAs that are expressed early in doxycycline‐induced FTs, retain consistent expression patterns in metastatic tumors, and can be detected as circulating miRNAs in plasma/serum samples. Furthermore, we have shown that selected murine miRNAs appear to be reflective of disease progression in human samples as well. This could be useful for disease management and patient selection for primary debulking surgery by differentiating patients with low‐volume from high‐volume disease. There was a trend for differential expression of miRNAs in our dataset between serous and non‐serous tumors, suggesting unique biomarker properties segregated by histology, although these differences did not reach statistical significance. This will be an area of future investigation with an expanded cohort.

Interestingly, some of the miRNAs identified in our study have also been previously reported as circulating biomarkers in ovarian cancer by other groups. These include miR‐126a‐3p^19^ and miR‐21a‐5p.^20^ These data not only validate the animal models in recapitulating the clinical disease but also point to a potential key role for circulating biomarkers during tumorigenesis. In addition, we found miRNAs which were regulated by the very genes targeted to initiate tumorigenesis in murine models, namely *Brca1/2*, *Tp53*, and *Pten*. One of these miRNAs is miR‐34b‐3p, a member of the miR‐34 family of tumor suppressor microRNA, which has been shown to be downregulated in ovarian surface epithelial cells following *TP53* inactivation.^17^ A recent integrated analysis of miRNA‐mRNA networks in familial ovarian cancer showed mir‐34b‐3p to be downregulated and at the center of the interaction network.^21^ The members of the miR‐34 family are activated by *TP53* in normal cells.^22^, ^23^ miR‐34b‐3p was found to be downregulated in our murine models, thus supporting the earlier report that this miRNA may mediate the downstream effects of *TP53* knockdown on cell proliferation and adhesion‐independent growth.^17^ 

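miR-34b-3p fell to 107 ± 106 (SD, n = 5) normalized counts in FT and 19.2 ± 14.5 (SD, n = 5) in M from 293 ± 160 (SD, n = 5) in CT. The log2 fold change in FT was −1.43 (standard error 0.649, adjusted p = 0.635 by edgeR), with 4 of 5 FT samples below the mean of the log2 values of CT (two-sided exact permutation test, p = 0.0476, and 0.167 after adjustment over the list). In M its standard error was 0.610, and every M sample was below every CT sample. Before normalization the counts were 8 in FT2, 11 in FT4 and 7 to 16 in M, near the negative controls, so the size of the fall in these samples is uncertain. Single FT samples had normalized counts of 65.6 (FT1), 18.9 (FT2), 166 (FT3), 21.9 (FT4) and 264 (FT5), and the lowest CT sample had 152. miR-449a, which is also abundant in ciliated epithelium, fell in M as well, to 12.0 ± 8.11 (SD, n = 5) from 44.3 ± 13.1 (SD, n = 5) in CT. Before normalization its counts in M were 2 to 14, so the size of this fall is uncertain too.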

Although we did not detect miR‐34b‐3p in human circulation in our small patient sample size, it has been reported to be downregulated in serous ovarian cancer.^17^ Similarly, miR‐21a‐5p, which is normally downregulated by *PTEN*,^21^ was found to be upregulated following conditional *Pten* inactivation in murine tumor models and further validated as discriminating between serous cancers and control cases in the patient analysis. miR‐21a‐5p has been reported previously as overexpressed in ovarian tumors by multiple studies^20^, ^24^ and is being tested for potential use as a circulating tumor biomarker for ovarian cancer detection.^25^ In addition, a recent study has found that miR‐21a‐5p plays a role in epithelial to mesenchymal transition, demonstrating its oncogenic potential.^21^ Therefore, the effects of *PTEN* knockdown in tumorigenesis may be also mediated by this miRNA. 

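In the mouse tissues, miR-21a-5p had 2855 ± 1025 (SD, n = 5) normalized counts in FT, 7340 ± 4194 (SD, n = 5) in M and 1488 ± 630 (SD, n = 5) in CT. The log2 fold change in FT was 0.94 (standard error 0.566, adjusted p = 0.759 by edgeR), with 4 of 5 FT samples above the CT mean (two-sided exact permutation test, p = 0.0238, and 0.143 after adjustment over the list). In M it was 2.30 (standard error 0.512, adjusted p = 0.00472 by edgeR), with 5 of 5 M samples above every CT sample. The highest M samples were M2 at 12700 and M6 at 11100, and CT1, the highest CT sample, was at 2570. The adjusted p in M was 0.0544 when samples were scaled to the positive ligation controls, a scaling chosen after seeing the data, the highest of a range that began at 0.000708 over the scalings, tools, filters and samples left out.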

Finally, a third murine miRNA, which we identified as upregulated in murine models was miR‐146a‐5p that regulates *Brca1*.^26^ 

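miR-146a-5p had 495 ± 359 (SD, n = 5) normalized counts in FT, 862 ± 394 (SD, n = 5) in M and 182 ± 29.5 (SD, n = 5) in CT. Its log2 fold change in FT was 1.44 (standard error 0.550, adjusted p = 0.437 by edgeR), and 5 of 5 FT samples were above every CT sample (two-sided exact permutation test, p = 0.00794, and 0.0794 after adjustment over the list). FT2 at 1070 and FT1 at 618 were highest, the other FT samples were between 249 and 274, and without FT2 the log2 fold change was 0.95. In M it was 2.24 (standard error 0.463, adjusted p = 0.00270 by edgeR), with 5 of 5 M samples above every CT sample. Scaling to the positive ligation controls, chosen after seeing the data, gave an adjusted p of 0.116 in M, within a range of 4.36e-05 to 0.116 over the alternatives.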

As we did not have *BRCA* mutation information in the patient cohort, it is possible that differences seen in miR‐146a‐5p expression patterns between mice and humans may be due to a low proportion of *BRCA* mutation carriers in our patient study. This particular miRNA has, however, been reported to be overexpressed in human serous ovarian cancers in another study.^18^ Interestingly, in breast cancer, miR‐146a has been reported as being overexpressed in tumors with *BRCA1/2* mutations.^26^ Furthermore, miR‐146a‐5p has also been shown to play a role in ovarian cancer progression and its expression is positively correlated with survival and resistance to platinum.^18^, ^27^ This miRNA was upregulated in our murine models that bear *Brca1/2* deletions. 

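By Brca genotype, the mean of miR-146a-5p was 667 normalized counts in FT2 and FT4, the FT samples with a homozygous Brca1 or Brca2 deletion, and 380 in FT1, FT3 and FT5, which were heterozygous. The mean log2 difference was 0.60 (two-sided exact permutation test, p = 0.6, where 2 samples against 3 allow no p below 0.1). All FT and M samples carried a Brca1 or Brca2 deletion on at least 1 allele, so no doxycycline-induced sample without one was there for comparison.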

One possible mechanism by which miR‐146a‐5p upregulation may occur is via *PTEN* knockdown‐induced overexpression of FOXP3. FOXP3 has been shown to be responsible for miR‐146a overexpression.^28^, ^29^ In addition, FOXP3 is itself regulated by *PTEN* and is overexpressed following *PTEN* knockdown.^30^ miRNAs are estimated to regulate a large proportion of protein coding genes in cells and therefore have a significant impact on modulating cellular pathways.^25^ Hence, these miRNA pathways may be activated by the key genetic alterations found in patients and targeted in murine models and function in concert to potentially aid the tumorigenic process in tubal‐derived cancer models.

In summary, our analysis has provided insights into mapping potential functional pathways induced by *Brca*, *Tp53*, and *Pten* alterations in the induced murine FT and metastatic tumors. Furthermore, we have found that some of the identified miRNAs regulate or are regulated by key genetic tumorigenic drivers and if validated in patients, may have applicability as potential clinical biomarkers for diagnosis and/or disease progression.

## CONFLICT OF INTEREST

The authors confirm that there are no potential conflicts of interest to declare.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The data has been uploaded to GEO (GSE126549) and is publicly available.

# Supplementary material for: Defining fallopian tube‐derived miRNA cancer signatures
**Source:** Cancer Med. 2019 Sep 10;8(15):6709–16. doi: 10.1002/cam4.2416
**Supplement:** Supplementary file 2

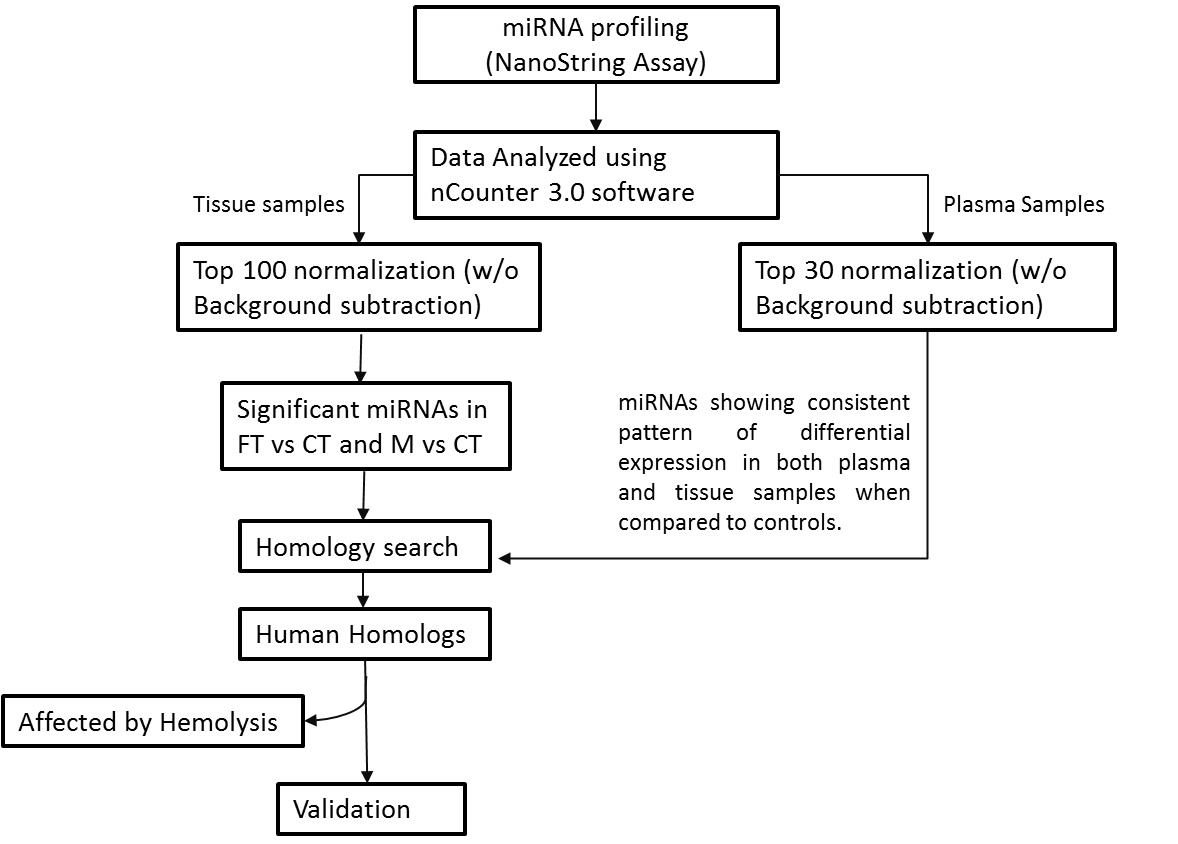

**Supplementary Figure S1.** Study workflow. The flowchart summarizes the workflow for NanoString profiling analysis

**Supplementary Table S1: Genotypes of tissue and plasma samples included in the study**

| Genotype, Control Sample | Tissue ID | Plasma sample ID |
| --- | --- | --- |
| *Brca1 (fl/fl); Tp53 (fl/fl); Pten (fl/fl)* | CT1 | CS1 |
| *Brca1 (fl/+); Tp53 (fl/fl); Pten (fl/fl)* | CT2 | CS2 |
| *Brca1 (fl/fl); Tp53 (LSL•R172H/fl); Pten (fl/fl)* | CT3 | CS3 |
| *Brca2 (fl/fl); Tp53 (fl/fl); Pten (fl/fl)* | CT4 | CS4 |
| *Brca2 (fl/+); Tp53 (LSL•R172H/fl); Pten (fl/fl)* | CT5 |  |
| Genotype, doxycycline-induced Fallopian Tube |  |  |
| *Brca2 (-/+); Tp53 (-/-); Pten (-/-)* | FT1 |  |
| *Brca1 (-/-); Tp53 (-/-); Pten (-/-)* | FT2 | TS1 |
| *Brca2 (-/+); Tp53 R172H/-); Pten (-/-)* | FT3 | TS2 |
| *Brca2 (-/-); Tp53 (-/-); Pten (-/-)* | FT4 | TS3 |
| *Brca2 (-/+); Tp53 (R172H/-); Pten (-/-)* | FT5 | TS4 |
| Genotype, Peritoneal Metastatic Tumor |  |  |
| *Brca2 (-/-); Tp53 (R172H/-); Pten (-/-)* | M1 |  |
| *Brca1 (-/+); Tp53 (-/-); Pten (-/-)* | M2 |  |
| *Brca2 (-/-); Tp53 (R172H/-); Pten (-/-)* | M3 |  |
| *Brca2 (-/+); Tp53 (-/-); Pten (-/-)* | M4 |  |
| *Brca2 (-/-); Tp53 (-/-); Pten (-/-)* | M5 |  |
| Genotype, Ovarian Metastatic Tumor |  |  |
| *Brca1 (-/+); Tp53 (-/-); Pten (-/-)* | M6 |  |

**Supplementary Table S5: Primer sequences of miRNAs used for qPCR**

| **miRNA** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| mmu-miR-425 | ACACGATCACTCCCGTTGAA |  |
| mmu-miR-21 | GCTAGCTTATCAGACTGATGTTGAAA |  |
| mmu-miR-126-3p | CGTACCGTGAGTAATAATGCGAAA |  |
| mmu-miR-146a-5p | TGAGAACTGAATTCCATGGGTTA |  |
| mmu-miR-34b-3p | CAATCACTAACTCCACTGCCATAA |  |
| PerfeCTa® Universal PCR Primer |  | ATGGCGGTAAGTCCAGATACG |

How the deposited data were processed for this re-analysis (not part of the article)

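Mouse samples from 5 groups were used, with 22 samples in all. They were 5 control FT (CT), 5 doxycycline-induced FT, 5 metastatic tumors (M), 3 control plasma samples (CS) and 4 plasma samples from doxycycline-induced mice (TS). The sample labels call the source of the TS samples serum and the paper calls it plasma, and plasma is used here. M5 and CS1, which the paper excluded, were not used here. The qPCR measurements and the human serum data were not analysed here.

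The authors deposited barcode counts from the NanoString nCounter mouse miRNA assay, whole numbers from 1 up, for 626 probes per sample. The 566 mouse miRNA probes were tested, and the 60 others, which are controls, housekeeping mRNAs and probes for miRNAs of other species, served to judge background, ligation and RNA content. All columns were matched to a sample (0 unmatched). The authors' normalization in nSolver is not carried by these counts, and it was repeated by dividing each sample by the geometric mean of its 100 most abundant miRNAs in tissue and its 30 most abundant in plasma, without background subtraction. Whether a correction to positive or ligation controls or a subtraction was made before deposit is not stated. With the methods' t-test on these values, the log2 fold changes lay within 0.02 of those in the paper's supplementary tables for 555 of 566 miRNAs in FT, 558 in M and 548 in plasma.

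Total counts on miRNAs ranged from 70164 to 598321 per tissue sample and from 18350 to 269005 per plasma sample. The 8 negative hybridization controls ranged from 1 to 63 counts with a median of 12, so differences among miRNAs at such counts were read as not detectable. Other probes took between 11.8% and 49.7% of the counts in tissue and between 19.7% and 84.5% in plasma.

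FT and M were each compared with CT, and TS with CS, with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test on the counts, the geometric means as library sizes, all 566 miRNAs, Benjamini-Hochberg adjustment, threshold 0.05). Fold changes are edgeR's unless another tool is named, and means and SDs are of normalized counts. Single miRNAs were also tested with a two-sided exact permutation test of the difference in mean log2 normalized counts (252 splits for 5 samples against 5 and 35 for 4 against 3). Error rates were tested on simulated data, in which 200 miRNAs were changed 8-fold, and edgeR called 99% of them in FT, 99% in M and 80% in plasma, with 4.81%, 2.46% and 2.44% of its calls false and 0 with the wrong sign. Clustering, permutation tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

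The comparisons, the tests, the rule for the named miRNAs and most alternatives were chosen before the data were examined. Named are every miRNA that the paper names in its methods, results and discussion or in its Tables 1 to 3, the 5 largest increases and the 5 largest decreases per comparison among miRNAs past the threshold whose groups do not overlap, and the members of 7 marker lists. These lists, from general knowledge, were erythrocyte (miR-451, miR-144, miR-486, miR-16), smooth muscle and stroma (miR-143, miR-145, miR-133a, miR-133b, miR-1), ciliated epithelium (miR-34b-3p, miR-34b-5p, miR-34c, miR-34c*, miR-449a, miR-449b), epithelium (miR-200a, miR-200b, miR-200c, miR-141, miR-429), leukocyte (miR-142-3p, miR-142-5p, miR-223, miR-150, miR-155), liver (miR-122, miR-192, miR-194) and endothelium (miR-126-3p, miR-126-5p). The alternatives were TMM, median, quantile and miR-425 scaling, DESeq2 1.42.0, limma 3.58.1 with and without its trend and robust options, the methods' t-test, minimum mean counts of 20 and 50, pseudocounts of 1 and 10, CT, FT and M fitted together, sample numbers as blocks, and each sample left out in turn. Subtraction of the negative controls, scaling to the 3 positive ligation controls, a filter on the negative controls, a detection level from the negative hybridization controls and the ranking of miR-425 on counts as deposited were chosen after seeing the data. A further grouping of the FT samples, also chosen after seeing the data, is not reported here.

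TS1 to TS4 came from the mice of FT2 to FT5 and CS2 to CS4 from the mice of CT2 to CT4. The comparisons of FT and M with CT, and of TS with CS, are between groups of different mice, so none was analysed as paired. The test of the difference between FT and plasma does span tissue and plasma of the same mice. It was not analysed as paired either, so its p-values do not take the shared mice into account. The paper's text does not name the metastatic tumors that share a mouse with an FT, so these were treated as separate samples. Plasma and tissue were normalized apart and were not tested against each other at the level of counts.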

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

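The explanations weighed in this part, and the tests of them, were chosen after the results were seen. The fit without M6 was set before the data were examined, and the test of FT against plasma is that of the named miRNAs above. For the miRNAs named in the study and the marker lists, each group of 4 or 5 samples was searched for a sample far from the rest (Dixon's test). Of 128 groups, 7 had such a sample, where chance gives about 6.4.

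In 4 of the 7 groups the counts were low. miR-432 was 7.33 normalized counts in FT1 and 16.9 to 23.7 in the other FT samples, miR-532-5p was 15.3 in CT1 and 26.7 to 32.8 in the other CT samples, miR-363 was 11.7 in CT5 and 2.19 to 3.28 in the other CT samples, and miR-1970 was 0.51 in TS4 and 6.53 to 9.39 in the other TS samples. The highest deposited count among the samples set apart was 21, within the range of the negative controls (1 to 63), so these values are consistent with low counts near background. No biological explanation was tested for these samples.

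miR-126-3p was lower in M6 (7720 normalized counts) than in the other M samples (17300 to 19900). With 11313 counts before normalization, low counts do not account for it. M2, which was heterozygous for a Brca1 deletion like M6, lay in the range of the others, so this genotype alone does not account for it either. M6 was the only ovarian tumor, so an effect of the site and a difference of this single sample cannot be told apart. Without M6 the log2 fold change of miR-126-3p in M was 1.83, against 1.66 with it.

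miR-2141 was higher in TS4 (255 normalized counts, 499 before normalization) than in the other TS samples (14.1 to 19.3), and miR-2140 was higher in FT2 (1310) than in the other FT samples (19.4 to 29.4). In M, miR-2132, miR-2134, miR-2140 and miR-2141 were all past the threshold, with log2 fold changes of 5.45, 8.17, 4.47 and 5.43. A candidate explanation is signal from longer cellular RNA rather than from miRNAs, since the counts of the housekeeping mRNA probes were also high in some of these samples. In plasma the summed level of the 4 miRNAs and the housekeeping signal, both relative to miRNA, had a Spearman's rho of 0.607 (exact permutation p = 0.167) and a Pearson's r of 0.58 (exact permutation p = 0.168) over 7 samples, and r was 0.757 without the 2 samples farthest from the median. Neither p is below 0.05. The housekeeping counts of CS2, CS3, TS1, TS2 and TS3 had geometric means of 3.87 to 8.68, below their negative controls (10.5 to 17.2 on average). The test in plasma therefore could not decide. In tissue the relation was not tested. The mean log2 level of the 4 miRNAs was 7.46 to 12.0 in M and 4.31 to 5.11 in CT. The housekeeping signal relative to miRNA was 11.1 to 14.0 in M and 8.61 to 10.3 in CT. Within FT, the housekeeping signal relative to miRNA was highest in FT2 (13.8 on the log2 scale), but FT1 (11.9) and FT4 (11.8) had more of it than any CT sample (8.61 to 10.3) without an excess of miR-2140. Longer RNA and a change in these miRNAs therefore cannot be told apart for TS4, FT2 or M. FT2 was the only FT sample with a homozygous Brca1 deletion, which was not tested.

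miR-363 and miR-291b-3p moved in opposite directions in tissue and plasma. The log2 fold change of miR-363 was 1.30 in FT and 1.84 in M against CT, and −0.80 in TS against CS, and that of miR-291b-3p was 1.16 in M and −1.41 in TS. For miR-363 the difference between FT and plasma, tested without pairing samples of the same mouse, was not past the threshold (−2.07 on the log2 scale, adjusted p = 0.469 by edgeR). The differences between M and plasma were not tested. Of the 14 plasma counts of both miRNAs, 0 were above the highest negative control of their sample, so their plasma values are consistent with background counts divided by unequal scaling factors. In tissue their counts were 2 to 13 for miR-363 and 2 to 11 for miR-291b-3p, and again 0 were above the highest negative control of their sample, so the rise in tissue cannot be read as signal either. A biological difference between tissue and plasma was not tested.

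The 4 housekeeping mRNA probes, which the paper does not report, were higher relative to miRNA in M than in CT, by 2.98 on the log2 scale (two-sided exact permutation p = 0.00794, the smallest possible). A lower yield of miRNA counts in M was tested as the cause. The housekeeping counts as deposited were themselves higher by 2.34 (exact permutation p = 0.00794), while the geometric mean of the top 100 miRNAs was lower by a difference of −0.64 (exact permutation p = 0.286), which argues against a lower yield as the whole cause. By gene the difference as deposited was 2.88 for Actb, 2.7 for Rpl19, 1.90 for B2m and 1.87 for Gapdh. In FT the relative difference was 1.53 (exact permutation p = 0.206). Whether M cells hold more mRNA per miRNA or the RNA of M was prepared or kept differently was not tested.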

How the results depend on the processing

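The alternatives chosen after seeing the data were the subtraction of negative controls, scaling to the ligation controls, the filter on negative controls, the detection level from the negative hybridization controls and the ranking of miR-425 on counts as deposited. In the simulated data edgeR made calls at the size of every comparison, but the changed miRNAs there were all changed 8-fold. Recovery of smaller changes was not tested. The simulated data therefore cannot decide whether sample size accounts for a low number of calls.

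For FT against CT, 1 miRNA was past the threshold by edgeR. The number was 2 with TMM and with median scaling, 9 with DESeq2, 9 with the methods' t-test unadjusted, 6 with negative controls subtracted and 1 with CT, FT and M fitted together. It was 0 with miR-425 scaling (72 at an unadjusted p below 0.05), quantile normalization (60), minimum mean counts of 20 (33) or 50 (28), the t-test after adjustment (9), limma (19), limma with trend and robust options (18), ligation control scaling (29) and the filter on negative controls (31), where edgeR had 41. Leaving out 1 sample gave 0 (CT2 or CT3) to 12 (FT3), with 10 without FT5 and 2 without FT1. Fewer miRNAs were tested with the minimum mean counts (304 and 136) and the filter (173), which alone changes the adjustment. Otherwise the cause was not tested.

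For M against CT, 82 miRNAs were past the threshold. More were so with TMM (151), median scaling (138), DESeq2 (184) and negative controls subtracted (133), and fewer with the t-test after adjustment (32), CT, FT and M fitted together (52) and ligation control scaling (48). The other alternatives gave 67 to 123. Leaving out 1 sample gave 50 (CT4) to 101 (M6), with 51 without CT1 and 52 without CT3. Of the 82, 78 were also called with TMM, 77 with median scaling, 81 with DESeq2 and 41 with ligation control scaling. The share that was higher was 80.8% in the joint fit, 81.2% with ligation control scaling and 81.4% without M2, where it was 70.7% in the comparison as reported. The cause was not tested.

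For TS against CS, 0 miRNAs were past the threshold by edgeR. DESeq2 gave 12, all higher, and the methods' t-test 24 unadjusted. With each sample left out and under the other scalings, filters and limma the number was 0, with 7 to 155 at an unadjusted p below 0.05. The median log2 fold change was −0.08 with negative controls subtracted and 0.38 with ligation control scaling, against −0.89, and −0.27, −1.42 and −1.23 without CS3, CS4 and TS3. The cause was not tested.

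Samples of different groups share a number, but no text ties them together as pairs, apart from plasma and tissue of one mouse. Once group means were removed, samples with the same number had correlations across miRNAs of −0.375 to 0.299 in FT and CT, −0.183 to 0.118 in M and CT and −0.0522 to 0.322 in TS and CS, which shows no pairing. A fit with the number as a block gave 0 calls in FT, 70 in M and 90 in plasma, 88 of them lower. With this block the adjusted p was 0.107 for miR-122 in FT, 0.0631 for miR-21 and 0.0766 for miR-126-3p in M, and the log2 fold change of miR-486 in plasma was −0.77. In plasma the block newly brought past the threshold miR-34b-3p (log2 fold change −1.40, adjusted p = 0.0442 by edgeR) and miR-122 (1.38, 0.0251).

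Of the miRNAs higher in M, 55 were also above 0 in FT, 98 of 102 with DESeq2 and 35 of 46 at a mean count of at least 50. Leaving out 1 sample gave 34 (CT4, of 38) to 79 (M6, of 81).

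In the tissue clusters, 4 FT or M samples fell with CT, 2 with complete linkage, 2 with values centred per miRNA and 6 on linear values. Leaving out 1 sample gave 2 (FT1) to 6 (M3), with 5 without M2. The mean r within groups less that between them was 0.0183, and 0.239 with centred values. With 1 sample left out it was 0.00626 (CT5) to 0.0410 (FT5), with 0.00859, 0.0121, 0.00984 and 0.0395 without CT1, CT3, CT4 and FT3. With 4 miRNAs, 2 tissue samples fell outside their group under each distance and linkage tried, and in plasma 3 did, or 2 with 1 − Pearson's r. The rank of miR-425 was 1 over all samples, 6 in tissue, 18 in plasma and 424 on counts as deposited. The 140 miRNAs detected in plasma became 112 to 188, and 113 with the negative hybridization controls. The cause of these changes was not tested.

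For single named miRNAs, 39 fold changes were recomputed under the alternatives, 1004 values in all, and 935 of these kept their direction and their side of the threshold, 32 fell short of it, 26 newly passed it and 11 changed direction. In 36 of the 39, no alternative changed the direction. miR-432 in M was 0.0803 with miR-425 scaling, and miR-34b-3p in plasma was 0.17 with ligation control scaling. miR-486 in plasma, 0.26 as reported, was −0.82 with quantile normalization, −0.20 with the t-test, with limma, with its trend and robust options, with values below 1 set to 1 and with a pseudocount of 10. Leaving out 1 sample gave −0.37 (TS1) to 0.62 (TS4), with −0.08 without CS4 and 0.44, 0.51, 0.52 and 0.09 without CS2, CS3, TS2 and TS3. The cause was not tested. Pseudocounts apply to the log2 values and not to the count models.

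Depth limits the values near background. Between 52 and 208 of the 566 miRNAs per sample were above the negative controls, and a mean count of at least 50 kept 136 miRNAs in FT, 133 in M and 95 in plasma.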

Differences from the paper's values

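The supplementary counts were taken from the paper's tables, and the subtraction of negative controls, the filter on them and ligation control scaling were the tests chosen after seeing the data.

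The paper's reported number of differentially expressed miRNAs in M is 130, and 82 were past the threshold here by edgeR after adjustment. A number is taken to differ from the paper's where the larger is more than 1.5 times the smaller. Of the 23 alternatives set before the data were examined, 7 do not differ from the paper's number in this sense, namely TMM (151), median scaling (138), quantile normalization (110), DESeq2 (184), a minimum mean count of 20 (92), the methods' t-test unadjusted (123) and leaving out M6 (101), and the others do. The paper's methods name the t-test. Negative control subtraction, chosen after seeing the values, gave 133 and the filter on them 87, and they drop 44 and 52 of the 123 miRNAs that the paper's supplementary table has at a p below 0.05.

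In the paper's supplementary table for FT, 9 miRNAs have a p below 0.05, and 1 was past the threshold here. Of the 23 alternatives set before the data were examined, 4 do not differ, namely DESeq2 (9), the methods' t-test unadjusted (9), leaving out FT3 (12) and leaving out FT5 (10). Negative control subtraction, chosen after seeing the values, gave 6 and drops 8 of the paper's 9.

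In the paper's supplementary table for plasma, 24 miRNAs have a p below 0.05, and 0 were past the threshold here by edgeR (42 unadjusted, 12 with DESeq2, 0 with limma). Of the 19 alternatives set before the data were examined, 1 does not differ, the methods' t-test unadjusted (24).

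Table 1 lists 7 miRNAs as differentially expressed in FT, and 0 of these were past the threshold here. The methods' t-test unadjusted calls 6 of them, all but miR-34b-3p. miR-486 is called with TMM, median scaling, DESeq2, without FT1, without FT3, without FT5 and with negative controls subtracted, the last chosen after seeing the values and dropping 6 of the 7. The t-test also gave miR-1970, miR-743a and miR-1194 at an unadjusted p below 0.05, which Table 1 does not list, and the last 2 were picked out after their values were seen.

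Of the 15 miRNAs that the paper lists as upregulated in both FT and M (Table 2), 15 were above 0 in FT and 14 in M. The exception was miR-10b, with a log2 fold change of −0.83 in M, and Table 2 itself gives it a fold decrease there (1.95). The edgeR threshold in M was passed by 12, and the t-test unadjusted by 15, TMM, miR-425 scaling, DESeq2 and leaving out CT5, M2 or M6 by 14. The lowest numbers were 8 with the t-test after adjustment, 9 with CT, FT and M fitted together, 10 without CT1 and, chosen after seeing the values and dropping 8 of the 15, 7 with ligation control scaling. Of the 11 without a human homolog 9 passed, 10 with the t-test unadjusted, 2 with the t-test after adjustment, and 6 at a mean count of at least 50 and without CT1, CT2, CT3, CT4, M3 or M4.

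The tree over all samples in Fig. 1A puts M1, M2, M3 and M6 apart from all others at its top split, and FT2, FT4 and M4 together at the next. Here the top split put FT2 with the 5 M samples. The heat map of Fig. 1A seems to show fewer miRNAs than the 566 clustered here, so the trees may rest on different miRNAs, and with a minimum mean count of 50 the tree here kept 4 FT samples with CT. The tree in Fig. 1C puts CS4 with the TS samples, and here TS3 stood apart, or CS4 fell with TS2, TS3 and TS4 with 1 − Pearson's r.

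The paper states that miR-425 varied least over the samples. It ranked 1 here over all samples, 6 in tissue alone and 18 in plasma alone.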

Other observations

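Chosen after the results were seen were the tests in this part of other splits of the samples, probes without a mouse target, red blood cells, the ciliated markers in FT, values of 1, depth in FT, shared controls and the place of FT samples between CT and M. The tests of blood in FT, smooth muscle in M, the ciliated markers in M and the level of the miR-126 arms were set earlier.

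The samples of each comparison were also split in other ways into groups of the same sizes. For FT and CT, 7 of 100 splits, the real one included, gave at least 1 miRNA past the threshold, so chance cannot be excluded for this number, and at an unadjusted p below 0.05 the count of 41 was reached in 38 splits. The highest number past the threshold in another split of FT and CT was 182. For M and CT, 1 of 100 splits, the real one, gave 82 or more, and the highest other number was 69. Chance is therefore unlikely for this number but not excluded, since 100 of 126 possible splits were run. At an unadjusted p below 0.05 the count of 160 was reached in 4 splits. For TS and CS the count past the threshold was 0, which all 35 splits reach whatever the labels, so it decides nothing, and the count of 42 at an unadjusted p below 0.05 was reached in 10 of them. The highest number past the threshold in another split of TS and CS was 277.

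The median miRNA was lower in TS than in CS, by a log2 fold change of −0.89. The 44 probes with no mouse target moved by −1.12, and the 95 miRNAs with a mean count of at least 50 by 0.05 on the same scale of mean log2 values. This is consistent with background counts divided by unequal scaling factors. The low totals of CS2 and CS3 (36639 and 18350 counts) make their scaling factors small. A true fall of rare miRNAs in TS stays open but is not needed.

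FT samples differed more from one another than CT samples did. A lower total count in FT is argued against as the cause, since the median total count was higher in FT. The median r between FT samples was also low, 0.694, among miRNAs with a mean count of at least 50, where CT samples had 0.911. The geometric means used for scaling were lower in FT2, FT3 and FT4 (196.3, 215.2 and 233.9) than in CT1 to CT4 (425.6 to 709.7). FT1 and FT5 had 1332 and 853.3, and CT5 had 198.5. By this measure a part played by lower depth in some FT samples stays open. FT2 and FT4 lay closest to M, at 0.900 and 0.368 of the way from CT. A low yield of miRNA counts in these samples is argued against, since CT5 and FT3, with scaling factors below that of FT4, lay at 0.0842 and −0.0144. FT2 and FT4 were the FT samples with a homozygous Brca deletion, with a mean of 0.634 against 0.0473 in the others (exact permutation p = 0.1, the smallest possible), so the genotype and other differences between single mice cannot be told apart. Of the 30 named miRNAs, 12 were at the smallest possible p by Brca genotype. How far lesions had grown in each FT was not tested.

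Of the 58 miRNAs higher in M, 55 were above 0 in FT. Simulated unchanged groups gave at most 35. This argues against the CT samples shared by both comparisons as the whole cause only if miRNAs vary independently. Shifts of many miRNAs together in a sample were not simulated, so the shared CT samples stay open. A change that FT and M have in common stays open as a hypothesis, as does a difference in handling between CT and the doxycycline-induced mice.

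miR-122, a liver miRNA that was among the most abundant in plasma, was higher in FT than in CT, most of all in FT3 and FT5. If blood in FT3 had brought it, the other miRNAs most abundant in plasma should rise with it. Of 10 such miRNAs, 0 would have had to rise by more than the SD of CT, so blood cannot be told apart from a change in the tissue. miR-451, a miRNA of red blood cells, was 2190 in FT3, above the highest CT sample (567), so blood in FT3 stays open.

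miR-486 was higher in M than in CT. In M1 and M4, red blood cells are argued against, since miR-451 was 6.52 normalized counts above the CT mean in M1 where at least 1300 would have been needed, and −39.9 from it in M4 where 406 would have been needed. In M2, M3 and M6, the lowest miR-451 was 879, above the highest CT sample (567), which is consistent with red blood cells in the tissue. A change of miR-486 in the tumor cells stays open in all 5.

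The marker lists gave these median log2 fold changes in FT, M and TS. Erythrocyte miRNAs had 1.00, 1.67 and 0.05, leukocyte miRNAs 0.28, 1.09 and −0.69, liver miRNAs 0.14, 1.12 and 0.34, endothelium miRNAs 0.83, 0.41 and 1.22, and epithelium miRNAs 0.43, 0.01 and −0.69. Smooth muscle and stroma miRNAs had −0.13, −2.0 and 0.71, and ciliated epithelium miRNAs, of which 4 of 6 were measured, −0.22, −3.0 and −0.92. The 0.01 for epithelium in M rests on edgeR's means, which high values in M4 raise. Differences of mean log2 values in M were −2.87 for miR-200a, −1.25 for miR-200b, −2.54 for miR-200c, −2.89 for miR-141 and −2.08 for miR-429. Their exact permutation p was 0.0238, 0.357, 0.151, 0.00794 and 0.302. Normalized counts of miR-200c were 104, 978 and 46.8 in M1 to M3, 18100 in M4 and 2710 in M6, against 4070 to 4940 in CT. Several markers are also expressed in other cells of these tissues, and miR-486, miR-122, miR-126-3p and miR-34b-3p were picked by the study from these samples. Less smooth muscle in M as the whole cause of the changes is argued against, since it should raise all other lists alike and the ciliated list fell to −3.0. A lower share of both cell types in M stays open.

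miR-34b-3p was lower in M, which a loss of ciliated epithelium could explain. miR-449a also fell, by a log2 fold change of −1.99 (adjusted p = 0.0138 by edgeR, lower than every CT sample in 5 of 5 M samples). Its deposited counts in M were 2 to 14, near the negative controls, so the size of its fall is uncertain. miR-449b, of the same list, went the other way in M (log2 fold change 0.76), at deposited counts of 2 to 10. In FT1, FT2 and FT4, which were below every CT sample in miR-34b-3p, the median of miR-449a was 43.7 normalized counts, inside the range of CT (33.4 to 66.7), but miR-449a was 28.4 in FT2 and 125 in FT1, so a loss of ciliated cells and a fall of miR-34b-3p within cells cannot be told apart.

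The arms of the miR-126 hairpin moved apart in M, with log2 fold changes of 1.66 for miR-126-3p and −0.83 for miR-126-5p (adjusted p = 0.0155 and 0.274 by edgeR). Over 6 hairpins with both arms measured, the difference of the arms changed at the smallest possible exact permutation p of 0.00794 in 2, miR-126 (2.7) and miR-125a (0.81), which is 0.0238 adjusted over the 6, and each in 5 of 5 M samples. Of 429 pairs of miRNAs at the levels of the arms, 18.2% lay as far apart, so a trend with the level cannot be told apart from a change of this hairpin.

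miR-34c was listed at exactly 1 in 16 of 22 samples and between 295 and 2241 in the others, and miR-155 at 1 in 21 of 22. Both had 0 values from 2 up to the highest negative control of the sample, where 73.8% of the values of all other miRNAs lay, and 1.59% of those were at 1. This is consistent with a subtraction for these probes with a floor of 1 before deposit, so both were left out of the marker medians. Whether it was made was not tested, and no biological explanation was tested.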
